# Tceal5 and Tceal7 Function in C2C12 Myogenic Differentiation via Exosomes in Fetal Bovine Serum

**DOI:** 10.3390/ijms23042036

**Published:** 2022-02-12

**Authors:** Aika Sawada, Takuya Yamamoto, Takahiko Sato

**Keywords:** myogenic differentiation, exosome, serum, Tceal5, Tceal7

## Abstract

The proliferation and differentiation of skeletal muscle cells are usually controlled by serum components. Myogenic differentiation is induced by a reduction of serum components in vitro. It has been recently reported that serum contains not only various growth factors with specific actions on the proliferation and differentiation of myogenic cells, but also exogenous exosomes, the function of which is poorly understood in myogenesis. We have found that exosomes in fetal bovine serum are capable of exerting an inhibitive effect on the differentiation of C2C12 myogenic cells in vitro. In this process of inhibition, the downregulation of *Tceal5* and *Tceal7* genes was observed. Expression of these genes is specifically increased in direct proportion to myogenic differentiation. Loss- or gain- of function studies with Tceal5 and Tceal7 indicated that they have the potential to regulate myogenic differentiation via exosomes in fetal bovine serum.

## 1. Introduction

Growth arrest and terminal differentiation of skeletal muscle cells to postmitotic myotubes occur when the level of serum is decreased in the cell-culture medium. Thus, in vitro studies with myogenic cells indicate that myogenic differentiation is controlled by serum depletion [1]. Myogenic differentiation in cell culture is usually inhibited by placing myoblasts into a mitogen-rich medium, in contrast to a mitogen-poor medium that promotes differentiation. These effects are due to several growth factors such as insulin-like growth factors, fibroblast growth factors, transforming growth factor-beta, platelet-derived growth factors, and so on [2,3,4,5,6].

It has recently been reported that serum contains not only various hormones and growth factors with specific actions on the proliferation and differentiation of myogenic cells, but also exogenous exosomes that are extracellular membrane micro-vesicles derived from many different types of cells and released into body fluids including blood [7,8]. Exosomes originate from endosome and carry a complex cargo of proteins, lipid, and nucleic acids, including DNA, mRNAs, and non-coding RNAs, functioning in intercellular communication [9]. Skeletal muscle cells also release extracellular micro-vesicles into the extracellular positions which represent new paracrine or endocrine signals to communicate to other organs [10,11]. However, little is known about the function of exosomes derived from non-muscle tissues to myogenic cells. It is important to investigate whether cultures of C2C12 myogenic cells could receive exosomes as target cells. Hence, we have analyzed the effect of micro-vesicles in serum to C2C12 cell cultures.

In this paper, we report that exosomes in fetal bovine serum are capable of exerting an inhibitive effect on the differentiation of C2C12 myogenic cells in vitro, and *Tceal5* and *Tceal7* genes, encoding members of the transcription elongation factor A (Sll)-like gene family [12,13], are expressed during myogenic differentiation and are dynamically regulated by exosomes in serum. It has been reported that members of this family, with a zinc finger-like motif, are ubiquitously expressed in normal tissues (Tceal1 or Tceal4), and function as nuclear phosphoproteins to modulate the transcription in a promoter context-dependent manner. It exerts its effects via protein–protein interactions with other transcriptional regulators. Multiple family members are located on the X chromosome [12].

Our studies show that exosomes function as upstream regulators of *Tceal5* and *Tceal7* gene expression and indicate the role of both genes during muscle differentiation. These results define an exosome–Tceal cascade, which is important in the regulation of muscle differentiation.

## 2. Results

### 2.1. Myogenic Cell Growth without Exosomes in Serum

The proliferation and differentiation of skeletal muscle cells in culture are usually controlled by serum components. To define the appropriate serum condition for the growth of C2C12 myoblast cells, we grew these cells in culture medium supplemented with different concentrations of serum. Cells cultured in 10% of FBS (fetal bovine serum) in DMEM reached confluence within a few days (Figure 1a, upper left panel), not observed with less than 10% of FBS in DMEM, as mentioned in many protocols (Figure 1a). It has been reported that many growth factors in serum can stimulate myogenic proliferation and differentiation, and recently exosomes, as well as growth factors, have been identified in serum. To evaluate the effect of exosomes in serum on myogenic cell growth, we prepared exosome-depleted serum, which is available as a commercial product, for proliferating C2C12 cells (Figure 1b, middle panels). There was no apparent morphological difference with or without exosomes in these cultures (Figure 1b, left and middle panels). C2C12 cells did not grow in non-serum conditions although the same number of cells were initially plated (Figure 1b, right panels). Under conditions where exosomes were or were not present in the serum, the number of growing cells was similar, and the level of transcripts for markers of myogenic stem cells, myogenic commitment to differentiation, and the cell cycle showed no difference (Figure 1c,d).

### 2.2. Myogenic Differentiation with Exosomes from Serum

The incubation of C2C12 cells in low-serum conditions can promote myogenic differentiation and we next investigated whether this is impacted by exogenous exosomes from serum impact. Cells cultured in 10% of FBS in DMEM reached semi-confluence around 80% within a few days (Figure 2a, upper panels), and elongated myotubes appeared on the second day after switching to the low serum condition of 0.2% of FBS in DMEM (Figure 2a, lower middle panel). When exosomes isolated from FBS (Supplementary Figure S1) were added to the low-serum medium, negative morphological effects on myogenic differentiation were observed (Figure 2a, lower right panel). In this differentiated phase, myosin heavy chain (MyHC) staining, as a myogenic differentiation marker, was present in a lower percentage of total cells in the presence of additional exosomes (Figure 2b,c). Lower level of transcripts of the myogenic differentiation factor (myogenin: *Myog*), fusion (myomaker: *Mymk*), and maturation markers (myosin heavy polypeptide1: *Myh1,* Creatine kinase: *Ckm*) were also observed under these conditions (Figure 2d, Supplementary Figure S2). These data suggest that exosomes in fetal bovine serum function to myogenic differentiation, not to cell growth.

### 2.3. Tceal5 and Tceal7 in Differentiated C2C12 Cells

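C2C12 cells, a mouse myoblast line that fuses into myotubes when serum is reduced, were sampled in 5 conditions as 6 mRNA libraries. 10% FBS, 2% HS (horse serum), 2% HS + exosome and 0.2% FBS had 1 library each, and 0.2% FBS + exosome had 2 (replicates 1 and 2). Exosomes were added in the amount contained in 10% FBS. The stranded libraries were read as 75 bp single-end reads. The authors trimmed the reads, mapped them to mm10 and deposited 1 table of FPKM values, which divide the reads of a gene by its transcript length and by the depth of the library. The table lists 20950 names, of which 4500 were at 0 in all 6 libraries, and the values summed to between 461439 and 515215 FPKM per library. It holds no read counts. The depth was therefore estimated from the spacing of the low FPKM values of 7274 genes with a single annotated transcript, assuming fragments of 200 bases. The estimates, to 3 digits, were 38900000 reads for 10% FBS, 38600000 for 2% HS, 33800000 for 2% HS + exosome, 36500000 for 0.2% FBS, and 34800000 and 33300000 for replicates 1 and 2 of 0.2% FBS + exosome. With these depths, between 74.6% and 77.5% of the low values lay near a whole number of reads, where 20% would if the values were spread evenly. Changes were computed as differences of log2(FPKM + 1), a scale that understates the change of genes with low values. The change with exosomes in 0.2% FBS was the mean of replicates 1 and 2 minus the 0.2% FBS library. Each medium has 1 library without exosomes, so the spread between control cultures is unknown, and a difference between 2 single libraries has no replicate check. Over the 10731 genes with a mean of at least 1 FPKM, the median change with exosomes in 0.2% FBS was 0.14 (0.10 in replicate 1 and 0.18 in replicate 2), against −0.04 in 2% HS. Scaling each library to the same 75th percentile of expressed genes brought these medians to −0.001 and −0.003. The FPKM values were otherwise used as deposited.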

To examine the effect of exosome in serum on myogenic differentiation, we performed next-generation sequencing analyses (NGS) with C2C12 cells in growing conditions with 10% of FBS, or in differentiating conditions with 0.2% of FBS or 2% of horse serum with or without added exosomes (Figure 3a,b, Supplementary Table S1). Among downregulated mRNAs expressed in differentiating C2C12 cells with the addition of exosomes, the expression levels of *Tceal5* and *Tceal7* were significantly lower in both NGS and RT-qPCR analyses (Figure 3c–e). These data suggest that *Tceal5* and *Tceal7* are upregulated in differentiating myogenic cells and that exogenous exosomes in fetal bovine serum downregulated less than half of these transcripts.

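Tceal5 was at 5.58 FPKM in 0.2% FBS and at 1.11 and 1.12 FPKM in replicates 1 and 2 of 0.2% FBS + exosome. The log2 change was −1.64 in replicate 1 and −1.63 in replicate 2 (SD 0.005, n = 2). Tceal7 was at 77.1 FPKM in 0.2% FBS and at 10.7 and 5.64 FPKM with exosomes, a log2 change of −2.73 in replicate 1 and −3.56 in replicate 2 (mean −3.15, SD 0.58, n = 2). The estimated reads behind these values fell from 172 to 33 and 32 for Tceal5, and from 2173 to 289 and 145 for Tceal7. After scaling to the same 75th percentile, which removes the shift of the median gene, Tceal5 changed by −1.74 and Tceal7 by −3.29. The treatment of low values moved Tceal5 most. With values below 1 FPKM raised to 1 and no pseudocount, its change was −2.32. Of the 970 stretches of 75 bases in the annotated Tceal5 transcript, 257 (26.5%) also occur in Tceal3 or Tceal6, so part of its reads cannot be assigned by sequence. Neither of these genes exceeded 0.0642 FPKM in any library. Tceal7 shares none of its 897 stretches, but 1 of its annotated transcripts overlaps Bex1 on the opposite strand, and the paper's text does not name the strand setting of the FPKM calculation. The other 8 genes of Fig. 3c were lower in each exosome library, with mean log2 changes from −2.02 for Fam167a to −3.01 for Ankrd2. Among the 10 largest falls past the threshold in each exosome library were also Cox6a2 (−2.17), Myh8 (−2.17) and R3hdml (−2.13). With 1 control library, no test within 0.2% FBS can estimate the spread between control cultures. A limma fit with 1 mean per condition takes its spread from the 2 exosome libraries alone, and 15.6% of its calls on simulated data were unchanged genes. Within 0.2% FBS it gave Tceal5 a change of −1.64 (SE 0.17, adjusted p = 0.00662) and Tceal7 one of −3.15 (SE 0.30, adjusted p = 0.00506). In a limma fit of the 5 differentiating libraries with 1 exosome effect common to both media, Tceal5 changed by −0.78 (SE 0.41, adjusted p = 0.705) and was lower in 2 of the 3 exosome libraries. Tceal7 changed by −1.91 (SE 0.60, adjusted p = 0.705) in the same fit and was lower in all 3. That fit counts a difference between the media as spread, so it does not test the change within 0.2% FBS.

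**Figure D1:**
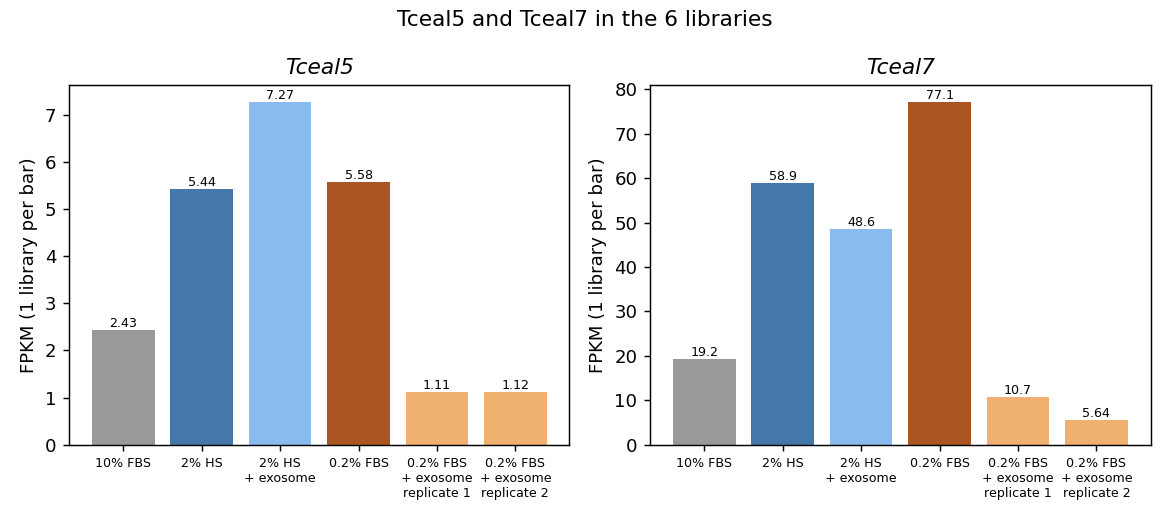
FPKM of Tceal5 and Tceal7 in each of the 6 libraries, 1 bar per library, with no error bars because a bar is a single library. For both genes the lowest bars are replicates 1 and 2 of 0.2% FBS + exosome, and the bar of 2% HS + exosome lies above that of 10% FBS.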

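Growing cells in 10% FBS had 2.43 FPKM of Tceal5 and 19.2 FPKM of Tceal7. The ratio of 0.2% FBS to 10% FBS was 2.30 for Tceal5 and 4.02 for Tceal7, and that of 2% HS to 10% FBS was 2.24 and 3.07. With exosomes in 0.2% FBS, Tceal5 stood at 0.199 and 0.201 of its value without them, and Tceal7 at 0.139 and 0.0731, for replicates 1 and 2. Relative to Rpl13a, the reference gene of the RT-qPCR, the same ratios were 0.198 and 0.142 for Tceal5 and 0.138 and 0.0516 for Tceal7. Rpl13a itself changed by 0.01 in replicate 1 and by 0.50 in replicate 2. In 2% HS, Tceal5 was at 5.44 FPKM without and 7.27 FPKM with exosomes (log2 change 0.36), and Tceal7 at 58.9 and 48.6 FPKM (−0.27). The log2 change in 0.2% FBS minus that in 2% HS was −2.00 for Tceal5 (SE 0.26, adjusted p = 0.0201) and −2.87 for Tceal7 (SE 0.45, adjusted p = 0.032). These values come from a limma fit with 1 mean per condition, a comparison added after the data had been examined. Its only measure of spread is the difference between replicates 1 and 2, which it applies to the single libraries as well. From its sequencing and RT-qPCR (Fig. 3c–e), the paper proposes that both genes rise as myogenic cells differentiate and that exosomes of the serum lower them.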

### 2.4. Attenuated Tceal5 and Tceal7 Expression Effects to Myogenic Differentiation

We next examined whether the knockdown of *Tceal5/7* mRNAs with small interfering RNAs (siRNAs) affected differentiating C2C12 cells in a similar manner to the addition of exosomes. The locations of target positions of siRNAs in the coding sequence (CDS) and 3′UTR of *Tceal5* and *Tceal7* genes are indicated in Figure 4a. Treatment with each siRNA showed the repression of the targeted transcripts specifically (Figure 4b). C2C12 cells grown with these siRNAs were morphologically normal (Figure 4c), and their level of transcripts related to myogenesis, or the cell cycle was almost identical to that of control C2C12 cells (Figure 4d). 

Downregulation of single Tceal5 or Tceal7 did not show significant reduction of myogenic differentiation (Supplementary Figure S3). In contrast, the treatment with both Tceal5 and Tceal7 siRNAs had an impact on differentiated myofibers in C2C12 cultures, shown as lower staining efficiency with MyHC antibodies and a reduction in transcripts of myogenic maturation markers compared to non-treated cells (Figure 4e,f). These results suggest that the attenuation of *Tceal5* and *Tceal7* gene expression had an effect on myogenic differentiation.

### 2.5. Increased Expression of Tceal5 and Tceal7 Rescues Myogenic Differentiation from the Negative Effects of Exosomes

These studies suggest that *Tceal5* and *Tceal7* genes are downregulated by exosomes. To investigate further their functional role in myogenic differentiation, we examined the effects of Tceal5/7 overexpression, using vectors producing, Tceal5, HA-tagged Tceal7, and 2A peptide-based bicistronic Tceal5 and Tceal7 proteins, driven by a CAG promoter (Figure 5a). Tceal5 and Tceal7 overexpression were confirmed by RT-qPCR (Figure 5b), cleaved Tceal7-HA-tag protein was detected by Western blot analyses (Figure 5c) and Tceal7-HA was localized in the nucleus by immunostaining with anti-HA antibody (Supplementary Figure S5). To further investigate their functional roles in myogenic differentiation, C2C12 cells were seeded in growth condition with or without additional expression of Tceal5/7 factors and then exposed to myogenic differentiating condition with or without additional exosomes as shown in Figure 2a. Differentiating medium with added exosomes suppressed myogenic differentiation, however this effect was partially rescued by Tceal5/7-overexpression as shown by morphological elongation of myogenic cells and MyHC staining (Figure 5d–f). Transcripts of differentiated myogenic markers were upregulated in cells grown under the condition of Tceal5/7 overexpression (Figure 5g). The upregulation of single Tceal5 or Tceal7 did not rescue the phenotype that exosomes repressed myogenic differentiation (Supplementary Figure S4). These results support the hypothesis that exosomes in fetal bovine serum downregulate the expression of Tceal5 and Tceal7, which are necessary for myogenic differentiation. 

## 3. Discussions

Proliferation and terminal differentiation of myogenic cells are usually mutually exclusive. When growing myogenic cells are induced to differentiate by being placed in a low-serum condition, they withdraw from the proliferative cell cycle because of the mitogen-poor condition. We initially tested whether exosomes, reported as novel serum components, might act as regulators of cell growth and differentiation in myogenesis. To isolate intact exosomes from FBS, we used commercial kits involving a simple and quick precipitation method, allowing them to be collected by a short, low-speed centrifugation easily applicable in most research laboratories [14]. In our approach, FBS-derived exosomes, from two different batch preparations had a significantly negative effect on myogenic differentiation, although exosome-depleted serum did not have any effect to cell growth of C2C12 cells. 

The results of screening differentiated C2C12 cells, after administration of exosomes in the culture medium, showed that myogenic differentiation was compromised, with changes in gene expression. 

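Transcripts of the differentiation markers that the paper measured by RT-qPCR were lower with exosomes in both replicates of the sequenced 0.2% FBS cultures. The mean log2 change was −0.82 for Myog (SD 0.14), −1.38 for Mymk, which the table lists as Tmem8c (SD 0.40), −1.69 for Myh1 (SD 0.27) and −1.13 for Ckm (SD 0.32), each with n = 2. In 2% HS, 1 library with exosomes against 1 without, the changes were 0.35 for Myog, 0.14 for Tmem8c, −0.37 for Myh1 and −0.33 for Ckm. The difference between the 2 media had an adjusted p of 0.0773 for Myh1, 0.207 for Tmem8c, 0.239 for Myog and 0.427 for Ckm in limma, so none of the 4 passed 0.05. A list of 61 genes named contractile apparatus also holds muscle genes of metabolism and calcium handling, such as Ckm, Eno3, Mb, Cox6a2 and Ryr1. Its median change was −1.33 in 0.2% FBS, at percentile 0.0 of 10000 random lists of the same size matched on expression. All 61 genes were lower in each exosome library. The paper's Table S1 holds 39 of them, and the other 22 had a median of −0.94. In 2% HS the list's median was 0.04 (percentile 99.4), and that of the 22 genes outside Table S1 was −0.15 (percentile 0.6). For 18 myogenic regulators the medians were −0.86 in 0.2% FBS and 0.02 in 2% HS, and 14 of them were lower in each exosome library. The 8 regulators outside Table S1 had a median of −0.34. Genes expressed in S, G2 and M phase had a median of 0.04 in 0.2% FBS (−0.04 with replicate 1 alone and 0.10 with replicate 2 alone), which became −0.086 after scaling to the same 75th percentile. Of the 198 genes higher in 2% HS than in 10% FBS by a log2 difference above 1, 170 (85.9%) were lower in each exosome library in 0.2% FBS, against 27.5% of all 10731 genes. After the scaling these shares were 87.4% and 41.5%. Of these 198 genes, 89 were lower by a log2 change beyond −1 in each library. The opposite direction was less marked. Of the 56 genes lower in 2% HS than in 10% FBS by the same limit, 10 were higher by more than 1 in each library. Across the 10731 genes, the change with exosomes in 0.2% FBS correlated with the difference of 2% HS from 10% FBS at r = −0.649 (Spearman −0.608), with no library shared between the 2 changes. Genes are not independent replicates, so these coefficients describe the libraries. Without replicate 2 the coefficient was −0.579, and without replicate 1 it was −0.665. The same 10731 genes gave r = −0.041 (Spearman −0.045) between the changes with exosomes in 0.2% FBS and in 2% HS.

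**Figure D2:**
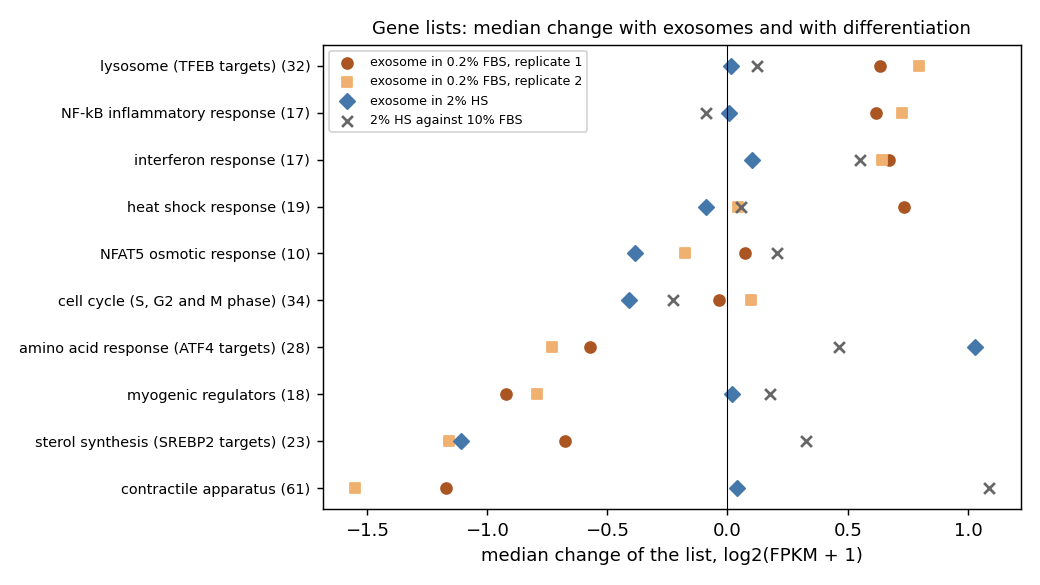
Median log2(FPKM + 1) change of 10 gene lists (number of genes in parentheses) with exosomes in replicates 1 and 2 of 0.2% FBS and in 2% HS, and in 2% HS against 10% FBS. The contractile list lies at −1.17 and −1.55 in 0.2% FBS and at 1.09 in 2% HS against 10% FBS. The mean of both replicates changed sign after scaling for the cell cycle list (−0.086) and the NFAT5 list (−0.043).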

We particularly focused on Tceal5 and Tceal7 which were highly downregulated in the presence of exosomes in differentiating C2C12 cells. The Tceal, transcription elongation factor A (SII)-like family is characterized by a TFA (transcription elongation factor A) domain. This gene family includes nine members in the human genome and seven members in the mouse genome. 

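The mouse annotation (GENCODE vM21, mm10) lists 7 Tceal genes on chromosome X, between bases 135208687 and 136711478, a span of 1503 kb. Each has all its coding bases in 1 exon. Tceal5 lies from 136200948 to 136203876 on the minus strand and has 3 exons. Its coding sequence, from 136201188 to 136201787, has 200 codons in exon 3, followed by a 3′UTR of 240 bases. The coding transcript of Tceal7 runs from 136224041 to 136226100 on the plus strand, also with 3 exons. Its coding sequence, from 136225266 to 136225559, has 98 codons in exon 3, followed by a 3′UTR of 541 bases. In the sequenced cultures, Tceal8 changed by −0.67 with exosomes in 0.2% FBS (SD 0.07, n = 2). Tceal9, which the table lists as Wbp5, changed by 0.05, but by −0.11 after scaling to the same 75th percentile. Tceal1, near 1 FPKM, changed by −0.40, and Tceal3 and Tceal6 were at or near 0. Bex1, which lies between Tceal5 and Tceal7, changed by −1.36 and −1.77 in replicates 1 and 2. It was added for its position after the values had been seen. Of the 13 other expressed genes within 1 Mb of Tceal5 and Tceal7, 5 were lower and 8 higher in each exosome library. After the scaling, 6 were lower and 3 higher in each, Wbp5 among those lower.

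**Figure D3:**
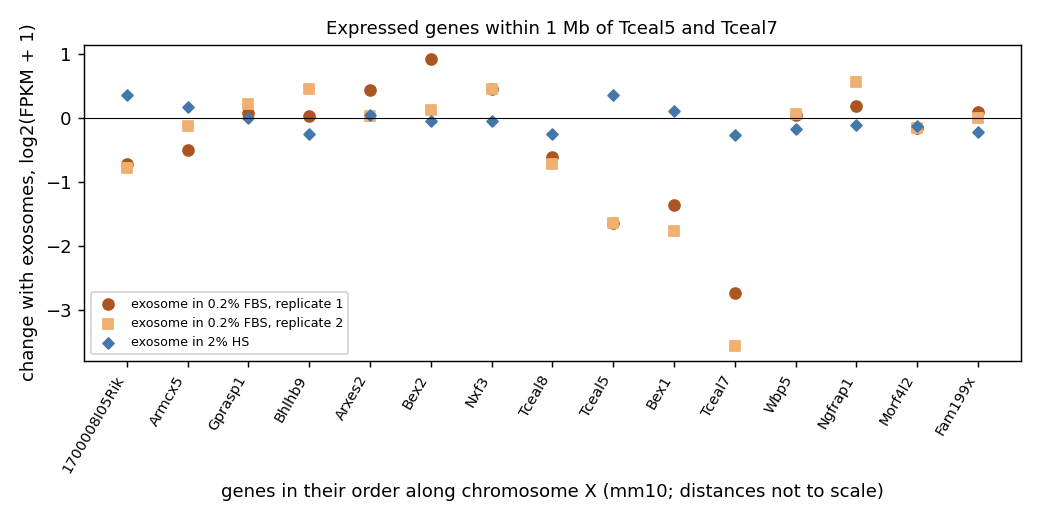
Log2(FPKM + 1) change with exosomes of the 15 expressed genes within 1 Mb of Tceal5 and Tceal7, in their order along chromosome X, not to scale. Points are replicates 1 and 2 in 0.2% FBS and the single library in 2% HS. The lowest points belong to Tceal7, Tceal5 and Bex1 in 0.2% FBS, and those of Wbp5 lie at 0.04 and 0.06, with a mean of −0.11 after scaling.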

Tceal1, the prototypical member of this family, participates in RSV (Rous sarcoma virus) long terminal repeat repression [15]. Tceal7 has been associated with tumor suppression and shown to be negatively regulated by miR-182 [16,17]. No function for Tceal5 has been reported in myogenesis, however Tceal7 was identified as a gene expressed in muscle cells and directly controlled by myogenic regulatory factors and androgen receptor [18,19]. Its overexpression negatively affected proliferation and promoted myogenic differentiation [18]. We now show that both Tceal5 and Tceal7 affect the progression of myogenic differentiation ant that their expression in differentiating muscle cells is negatively controlled by exosomes present in fetal bovine serum. The next important challenges are to identify the molecules, including microRNAs, present in exosomes derived from fetal bovine serum that regulate the expression of these factors and to determine by what mechanism these factors directly or indirectly affect myogenic differentiation, and analyze exosomes derived from murine and human sera.

Skeletal muscle tissues have a remarkable capacity to repair, however these processes, including myogenic differentiation, fail and ultimately result in the collapse of the muscles in muscular diseases such as Duchenne muscular dystrophy. The understanding of myogenic regulatory cascades is important to elucidate the molecular mechanisms of myogenic differentiation and regeneration with a view to developing innovative therapies for these patients. The presence of Tceal7 has been reported in regenerating skeletal muscle after cardiotoxin injury [18], and it will be important to follow up on this observation, as well as on the possible presence and role of Tceal5 during muscle regeneration. Our results now also add the dimension of exosome regulation of these understudied factors in the context of muscle differentiation and repair of injured muscle.

## 4. Materials and Methods

### 4.1. Isolation of Exosomes from FBS and C2C12 Myogenic Cell Cultures

Exosome-depleted fetal bovine serum (Exosome-Depleted FBS, ThermoFisher Scientfic, Waltham, MA, USA) and normal FBS (lot No.1556664, 1632535, ThermoFisher Scientific, Waltham, MA, USA) were prepared. Exosome fractions from FBS were isolated using miRCURY Exosome Isolation Kit (Exicon, Vedbaek, Denmark), ExoQuick Exosome Precipitation Solution (System Biosciences, Palo Alto, CA, USA), and total Exosome Isolation from serum (Thermo Fisher Scientific) according to the manufacturer’s instructions.

C2C12 myogenic cells were cultured in DMEM containing 10% of FBS with or without exosomes. After a few days of cell culture at 70–80% of confluency, these cells were differentiated into myotubes in DMEM supplemented with 2% horse serum (Thermo Fisher Scientific) or 0.2% FBS with or without additional exosomes derived from FBS. For example, extracted exosomal fraction derived from 5 mL of FBS were resuspended into 1ml of elution buffer, and added to 25 mL, 50 mL, 100 mL, and 250 mL of 0.2% FBS in DMEM culture medium, nearly equals the number of exosomes in 20%, 10%, 5%, and 2.5% FBS, respectively. All experiments with exosomes (0.2% FBS or 2% HS + exosome) were performed as the number of exosomes involved in 10% FBS.

### 4.2. Next-Generation Sequencing and RT-qPCR Analyses

Total RNAs from cultured C2C12 or 293T cells were extracted using RNeasy Micro Kit (Qiagen, Hilden, Germany). The 500 ng of total RNAs were used as starting materials to generate RNA-seq libraries with the TruSeq Stranded mRNA LT sample prep kit (Illumina, San Diego, CA, USA). The obtained libraries were sequenced on a NextSeq500 (Illumina) as 75 bp single-end reads. After trimming adaptor sequences and low-quality bases with cutadapt-1.9.1 [20], the sequenced reads were mapped to the mouse reference genome (mm10) with TopHat2 v2.1.0 [21], and expression levels were calculated as FPKM using Cufflinks v2.2.1 [22]. 

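On the log2(FPKM + 1) scale, 244 genes changed by less than −1 and 195 by more than 1 with exosomes in 0.2% FBS, taking the mean of replicates 1 and 2. Replicate 1 alone gave 186 lower and 157 higher genes, and replicate 2 alone gave 309 and 319. The count of higher genes is the more dependent on 1 library, at 319 without replicate 1. In each of the 2 libraries, 175 genes passed as lower and 96 as higher, and 0 passed in opposite directions. Both libraries were compared with the same control, so some genes pass in each by chance. With no effect simulated, a median of 8 lower and 8 higher genes did so over 100 simulations, and at most 16 and 17. Across genes, the changes of replicates 1 and 2 correlated at r = 0.860, against 0.502 with no effect simulated. The simulations drew the noise of every library gene by gene from the difference between replicates 1 and 2. They do not cover a deviation of the whole control culture, which would move many genes together in both comparisons. The scale moved the counts most, since a pseudocount of 0.1 gave 506 lower and 547 higher genes. Scaling each library to the same 75th percentile gave 319 lower and 108 higher genes, so that 25.3% of them were higher in place of 44.4%. The largest rises past the threshold in each exosome library were Fos (2.90, with 1.16 in replicate 1 and 4.65 in replicate 2), Plac8 (2.48), Hspa1b (2.28, with 3.42 and 1.14) and Gpx3 (2.25). In 2% HS, 33 genes were lower and 39 higher with exosomes. Without exosomes, 0.2% FBS had 195 genes higher and 77 lower than 10% FBS. A limma fit with 1 exosome effect for both media gave 0 of 10729 genes with an adjusted p under 0.05, and 712 with an unadjusted p under 0.05. A difference of the exosome effect between the media enters the spread of this fit. The paper's Table S1 lists 572 genes (257 lower and 315 higher), of which 564 were found by name. On the mean of both libraries, 339 of these passed the threshold in the direction of Table S1, which was made from these libraries. Each library was also compared with Table S1 after raising values below 1 FPKM to 1, with no pseudocount, a setting chosen after the values had been seen. The median size of the difference from the table's log2 values was then 0.00037 for replicate 1 and 0.325 for replicate 2.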

FPKM values are imported into GeneSpring GX software version 14.9.1 (Agilent Technologies), and differentially expressed genes were identified by with log2FC > 1 or < −1. The raw data has been deposited as GSE193702.

For quantitative PCR analyses, synthesized cDNA was prepared using the SuperScript VILO kit (Invitrogen, Waltham, MA, USA) from mRNAs. All RT-qPCR reactions were carried out in triplicate using THUNDERBIRD SYBR qPCR Mix (Toyobo, Osaka, Japan), Thermal Cycler Dice Realtime System (Takara, Shiga, Japan) and normalized to the mRNA expression level of ribosomal protein L13A (Rpl13a) as a control. Primer sequences (5′ to 3′) are listed in Supplemental Table S2.

### 4.3. Immunofluorescence

Cultured cells were fixed with 4% paraformaldehyde (Nacalai, Kyoto, Japan) in PBS for 10 min at 4 °C. Fixed samples were incubated with anti-MyHC antibody (MF20, R&D Systems, Minneapolis, MN, USA; diluted 1/200), anti-HA (Cell Signaling Technology; diluted 1/200) in 5% of BlockingOne (Nacalai) overnight at 4 °C. After three washes with 0.1% of Tween20 in PBS, cells were incubated with Alexa488-conjugated secondary antibodies (Molecular Probes, Eugene, OR, USA; diluted 1/500). Cells were washed and mounted in SlowFade Diamond Antifade Mountant with DAPI (Molecular Probes). Images were collected and processed to change original fluorescent colors, and count cell numbers when appropriate on the software of BZX-710 (Keyence, Osaka, Japan). For quantitation of cultured cells, the numbers of dishes were analyzed from triplicate experiments.

### 4.4. Western Blot

The cells were lysed with radio-immunoprecipitation assay (RIPA) buffer containing protease inhibitor cocktail (Nacalai). Following centrifugation, the supernatant containing the total proteins was fractionated by sodium dodecyl sulfate (SDS)-poly-acrylamide gel electrophoresis (TEFCO, Hachioji, Tokyo, Japan). The separated proteins were transferred to polyvinylidene difluoride membranes (TEFCO), blocked with 5% of BlockingOne (Nacalai) for 30 min, and incubated with anti-HA (Cell Signaling Technology; diluted 1/1000), anti-HistonH3 (Cell Signaling Technology; diluted 1/1000), anti-CD9 (WAKO; diluted 1/500), and anti-CD81 (WAKO; diluted 1/500) primary antibodies overnight at 4 °C. The blots were probed with horseradish peroxidase-conjugated secondary antibodies (Molecular Probes; diluted 1/5000) and developed with luminal for enhanced chemiluminescence using Chemi-Lumi One Super (Nacalai). When probing for multiple targets, a single membrane was stripped with WB Stripping Solution (Nacalai) and re-probed with antibodies again.

### 4.5. Tceal Overexpression and siRNA Constructs

For overexpression in C2C12 or 293T cells, pCAGGS plasmid vector (RIKEN RDB08938) was used. *Tceal5* and *Tceal7* coding sequences were amplified by RT-PCR with KOD FX Neo DNA polymerase (Toyobo) and single strand cDNA synthesized by SuperScript4 Reverse Transcriptase (Invitrogen) from C2C12 cells. These cDNAs were subsequently subcloned into the pTA2 vector (Toyobo) to confirm the whole sequences, and then ligated into pCAGGS vector (Tceal5 OE, Tceal7 OE). The P2A sequence was amplified by synthesized oligos with P2A-nanolantern vector [23] and cloned into the position after the deleted stop codon of *Tceal5*, ligated into *Tceal7* CDS (Tceal5-2A-Tceal7 OE). Plasmid DNA was introduced into cells with ViaFect reagent following the manufacturer’s instruction (Promega, Madison, WI, USA).

For transfection with each 50 nM of MISSION esiRNAs targeted for mouse *Tceal5* (EMU092641, Sigma-Aldrich, St. Louis, MO, USA) or *Tceal7* (EMNC006071, Sigma-Aldrich, St. Louis, MO, USA), cells were incubated with Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer’s protocols.

### 4.6. Statistics

We report the statistical data, including the results of at least three biological replicates. Statistical analyses were performed with StatPlus software (AnalystSoft, mac LE, Walnut, CA, USA) to determine significant differences with Mann—Whitney U test for two-sample comparison. *p*-values indicated on each figure as * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001. All error bars are indicated as means ± SEM (*n* = 3).

## Figures and Tables

**Figure 1:**
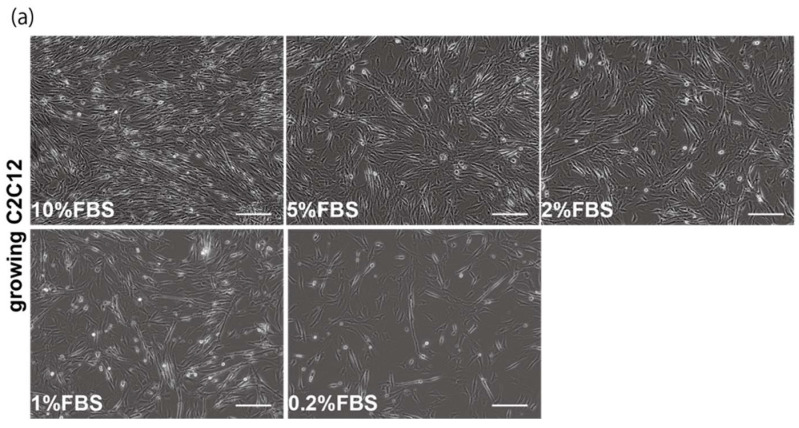

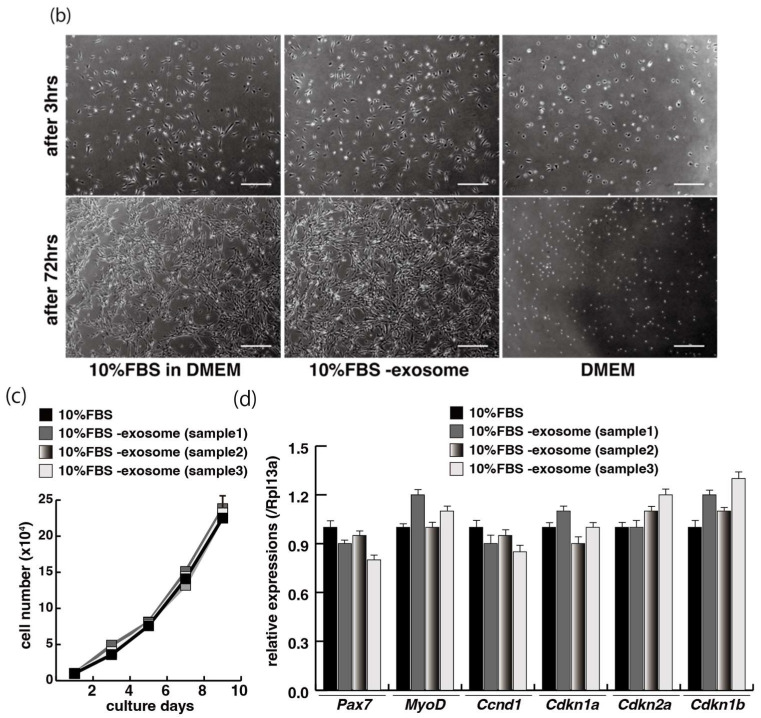
Exosome-depleted serum does not affect myogenic cell growth. (**a**) Cultured C2C12 cells with different dilutions of fetal bovine serum (FBS); (**b**) morphology of growing C2C12 cells with or without exosome in FBS (10%FBS in DMEM or 10%FBS−exosome) and without serum (DMEM); (**c**) C2C12 cells grow in the condition with or without exosomes (sample1–3); (**d**) relative mRNA expression of myogenic stem cell (*Pax7*), myogenic commitment to differentiation (*MyoD*), and cell cycle (*Ccnd1*, *Cdkn1a*, *cdkn2a*, *Cdkn1b*) markers in C2C12 cells cultured with or without exosomes in FBS. All Scale bar = 100 μm. Data represent means ± SEM (*n* = 3). The statistical analysis was performed by Mann–Whitney U test.

**Figure 2:**
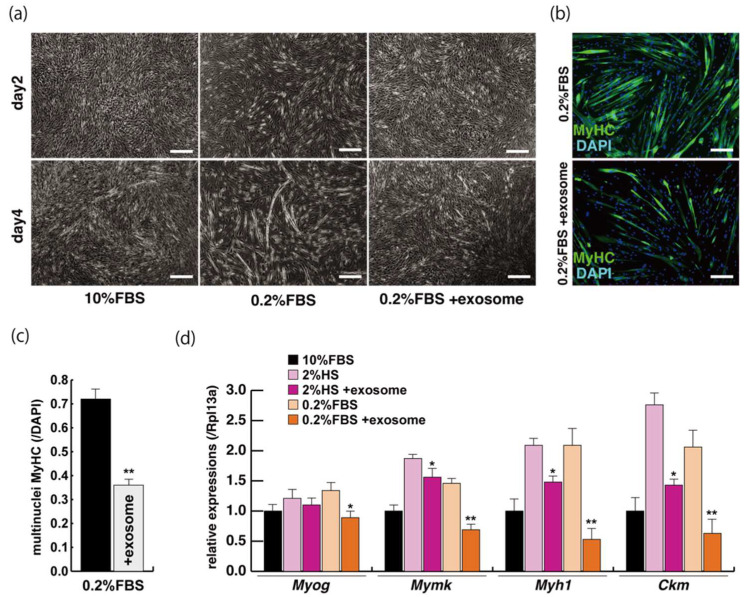
Addition of exosomes derived from serum affects myogenic differentiation. (**a**) Approximately 80% of semi-confluent C2C12 cells with 10% or 0.2% of fetal bovine serum (FBS) with or without additional exosomes; (**b**) differentiated C2C12 cells (day4) were immunostained with anti-MF20 (MyHC, green). All nuclei were stained with 4′6-diamidino-2-phenylindole (DAPI, blue); (**c**) the ratio of DAPI-positive multinuclei staining present in single MyHC-positive myofibers with or without additional exosomes; (**d**) relative expression of myogenic differentiation (*Myog*), fusion (*Mymk*), and differentiated markers (*Myh1*, *Ckm*) in C2C12 cells cultured in FBS with or without additional exosomes. All Scale bar = 100 μm. Data represent means ± SEM (*n* = 3). The statistical analysis was performed with Mann–Whitney U test. * *p* < 0.05, ** *p* < 0.01.

**Figure 3:**
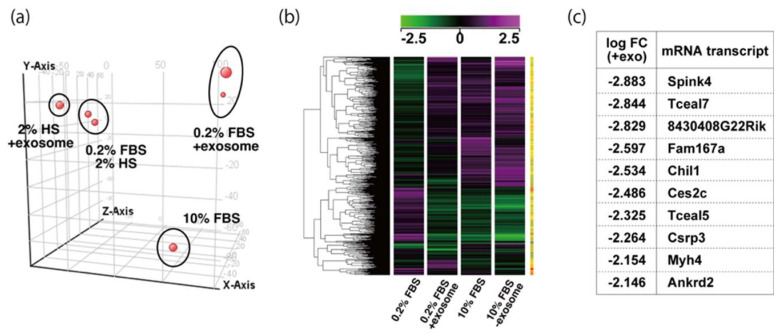

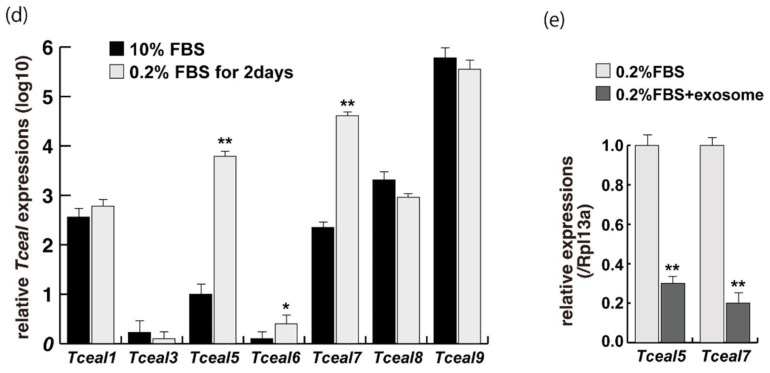
Identification of downregulated genes in differentiating myogenic cells cultured in the presence of added exosomes. (**a**) Principal component analysis, (**b**) heatmap of NGS data, illustrating differentially expressed messenger RNAs between 0.2% of FBS differentiating medium (0.2% FBS), 0.2% of FBS supplemented with exosomes (0.2% FBS + exosome), 10% of FBS (10% FBS), and 10% of exosome-depleted FBS (10% FBS −exosome); (**c**) TOP10 downregulated genes in differentiating C2C12 cells cultured in the presence of additional exosomes; (**d**) transcriptional changes in the *Tceal* family of genes in growing (10% FBS) and differentiating (0.2% FBS) C2C12 cells; (**e**) relative RT-qPCR of *Tceal5* and *Tceal7* transcripts in differentiating muscle cells with or without additional exosomes. Data represent means ± SEM (*n* = 3). The statistical analysis was performed by Mann–Whitney U test. * *p* < 0.05, ** *p* < 0.01.

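A principal component analysis of log2(FPKM + 1) over the 10731 genes was run on all 6 libraries, and the first component held 66.0% of the variance. On it, 2% HS lay at 20.06, 0.2% FBS at 19.59 and 2% HS + exosome at 24.65. The 0.2% FBS + exosome libraries lay on the other side, at −20.17 and −31.24, as did 10% FBS at −12.89. The second component (11.8%) set 10% FBS, at 19.16, apart from the other 5 libraries, which lay between −7.32 and 1.54. The 0.2% FBS + exosome libraries correlated across genes with 10% FBS at r = 0.985 and 0.983, with 0.2% FBS at 0.971 and 0.960, and with each other at 0.989. On average, r was higher with 10% FBS than with 0.2% FBS by 0.0186, and by 0.0326 over the 5876 genes with a mean of at least 10 FPKM. The 2% HS libraries with and without exosomes correlated at 0.991, and 2% HS and 0.2% FBS, both without exosomes, at 0.992. The 10% FBS −exosome group of the heatmap was not analysed here. Ranked by the mean change of both libraries, Tceal7 had the largest fall of all genes, followed by Ankrd2, Ces2c, Csrp3, Myh4 and 8430408G22Rik. Of the other genes of Fig. 3c, Spink4 ranked 9, Chil1 13, Fam167a 17 and Tceal5 61. With replicate 1 alone and values below 1 FPKM raised to 1, the genes of Fig. 3c held ranks 1 to 10, with Spink4 at 1, Tceal7 at 2 and Tceal5 at 7. On the same scale in replicate 2, Tceal7 ranked 3, Spink4 31 and Tceal5 37. Between growing and differentiating cells without exosomes, Tceal8 was at 35.6 FPKM in 10% FBS and 54.0 FPKM in 0.2% FBS (log2 difference 0.59). Tceal9, listed as Wbp5, was at 122 and 130 FPKM (0.09), and Tceal1 at 0.811 and 1.07 FPKM (0.20).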

**Figure 4:**
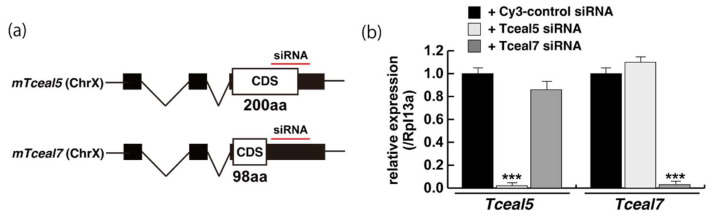

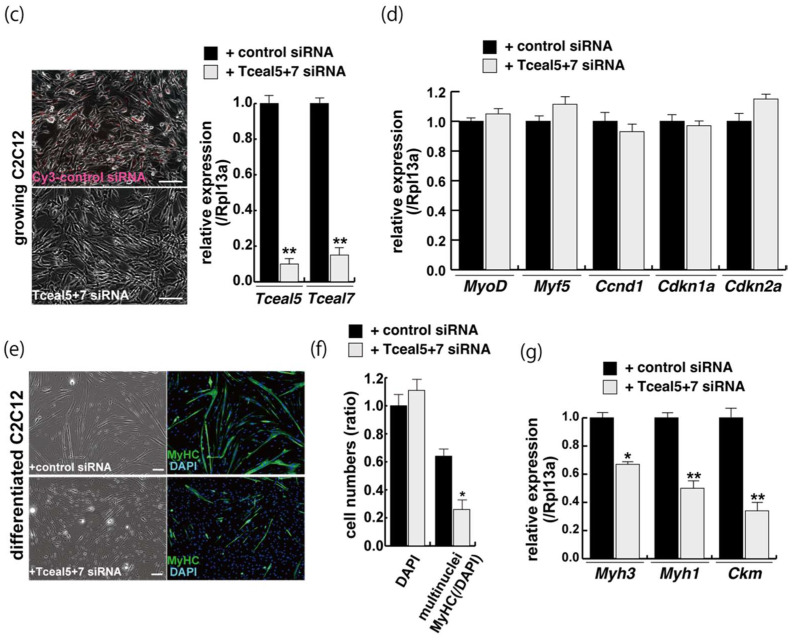
Downregulation of Tceal5/7 reduced myogenic differentiation. (**a**) Schematic representation of mouse Tceal5 (mTceal5, coding sequence; 200 amino acids) and Tceal7 (mTceal7, coding sequence; 98 amino acids) on chromosome X (ChrX); (**b**) RT-qPCR analyses after siRNA transfection into C2C12 cells. Each siRNA represses transcripts from the targeted gene specifically; (**c**) morphological features with both Tceal5 and Tceal7 siRNA treatment in growing C2C12 cells. Cy3-labelled siRNA was used as a control (left). RT-qPCR analyses after both siRNAs transfection into C2C12 cells (right). (**d**) Relative RT-qPCR analyses of myogenic determination (MyoD, Myf5) and cell cycle genes (Ccnd1, Cdkn1a, Cdkn2a) in growing C2C12 cells with or without both siRNAs; (**e**) differentiated C2C12 cells with siRNAs were immunostained with anti-MF20 (MyHC, green). All nuclei were stained with 4′6-diamidino-2-phenylindole (DAPI, blue); (**f**) relative cell numbers of differentiated C2C12 cells with or without Tceal5/7 siRNAs, counted with anti-MyHC antibody and DAPI in (**e**); (**g**) relative RT-qPCR of mature myogenic transcripts (Myh1, Myh3, Ckm) in differentiating muscle cells with or without Tceal5/7 siRNAs; All Scale bar = 100 μm. Data represent means ± SEM (*n* = 3). The statistical analysis was performed by Mann–Whitney U test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 5:**
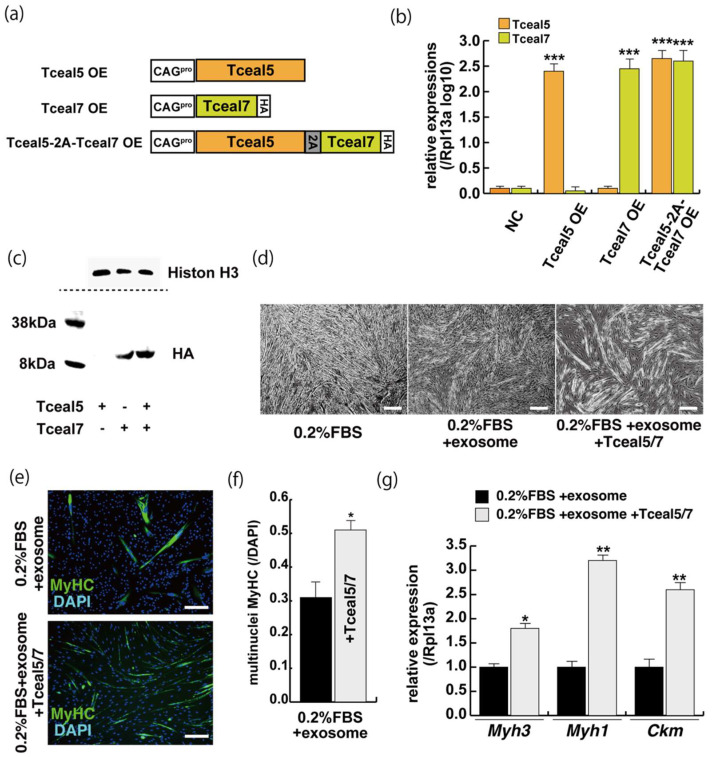
The upregulation of Tceal5/7 rescues differentiating myogenic cells repressed by exosome. (**a**) Representation of DNA constructs for overexpression of mouse Tceal5 (Tceal5 OE), HA-tagged Tceal7 (Tceal7 OE), and both genes (Tceal5-2A-Tceal7 OE); (**b**) RT-qPCR analyses with Tceal5 and/or Tceal7 overexpressing in C2C12 cells; (**c**) Western blot analyses with Tceal5 and/or Tceal7 overexpressing 293 cells. Histone H3 was used as a loading control; (**d**) morphological changes with both Tceal5 and Tceal7 overexpression in differentiated C2C12 cultures in the presence of additional exosomes; (**e**) differentiated C2C12 cells treated with additional exosomes and Tceal5/7 overexpressions, were immunostained with anti-MF20 (MyHC, green). All nuclei were stained with 4′6-diamidino-2-phenylindole (DAPI, blue); (**f**) The ratio of DAPI-positive multinuclei staining present in single MyHC-positive myofibers with additional exosomes and Tceal5/7 overexpression; (**g**) relative RT-qPCR of mature myogenic transcripts (Myh1, Myh3, Ckm) in differentiating muscle cells with exosomes and Tceal5/7; All Scale bar = 100 μm. Data represent means ± SEM (*n* = 3). The statistical analysis was performed by Mann–Whitney U test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

## Data Availability

Not applicable.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23042036/s1.

# Supplementary material for: Tceal5 and Tceal7 Function in C2C12 Myogenic Differentiation via Exosomes in Fetal Bovine Serum
**Source:** Int J Mol Sci. 2022 Feb 12;23(4):2036. doi: 10.3390/ijms23042036
**Supplement:** Supplementary file 1

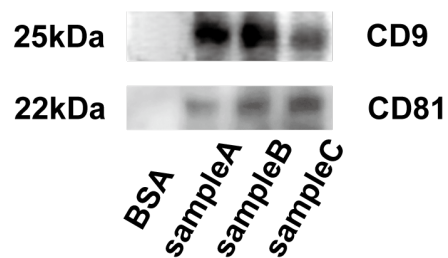

**Supplementary Figure S1.** Analysis of exosomes in fetal bovine serum by western blot. Western blot analysis of exosome markers CD9 and CD81 on 10 $\mu$ g of lysate using commercial exosome isolation kits. sample A; miRCURY Exosome Isolation Kit (Exicon), sample B; ExoQuick Exosome Precipitation Solution (System Biosciences), sample C; total Exosome Isolation from serum (Thermo Fisher Scientific). BSA was used as negative control.

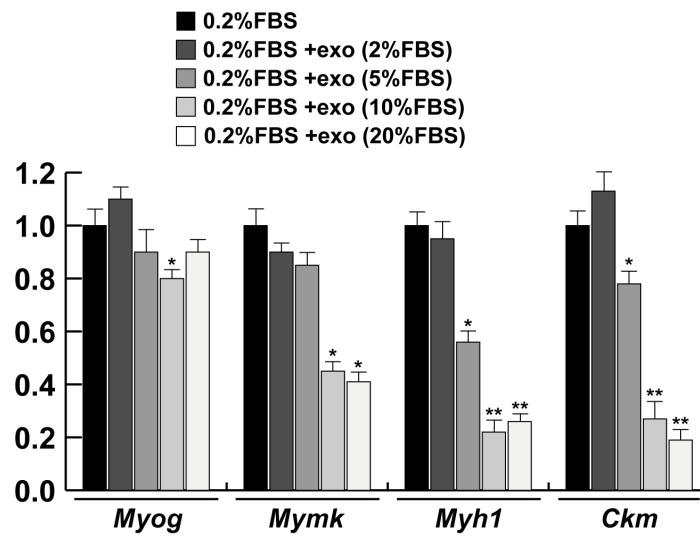

**Supplementary Figure S2.** Myogenic differentiation was inhibited in proportion as the total amounts of exosomes derived from fetal bovine serum. Relative expression of myogenic differentiation (*Myog*), fusion (*Mymk*), and differentiated markers (*Myh1*, *Ckm*) in C2C12 cells cultured in FBS with additional exosomes. Data represent means  $\pm$  SEM ( $n = 3$ ). The statistical analysis was performed with Mann-Whitney U test. \* $P < 0.05$ , \*\* $P < 0.01$ .

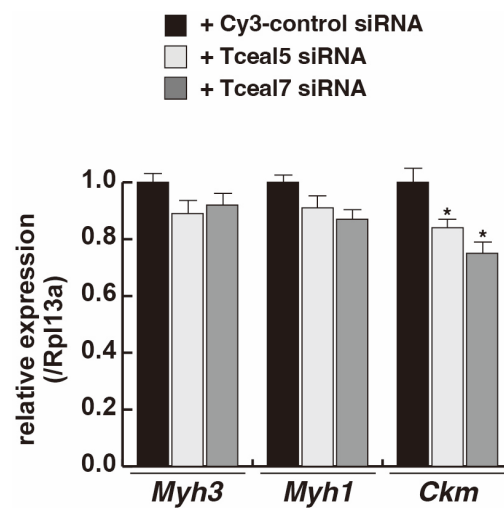

**Supplementary Figure S3.** Downregulation of single Tceal5 or Tceal7 does not show significant reduction of myogenic differentiation. Relative RT-qPCR of mature myogenic transcripts (*Myh1*, *Myh3*, *Ckm*) in differentiating C2C12 muscle cells with Tceal5 or Tceal7 siRNAs. Data represent means  $\pm$  SEM ( $n = 3$ ). The statistical analysis was performed by Mann-Whitney U test. \* $P < 0.05$ .

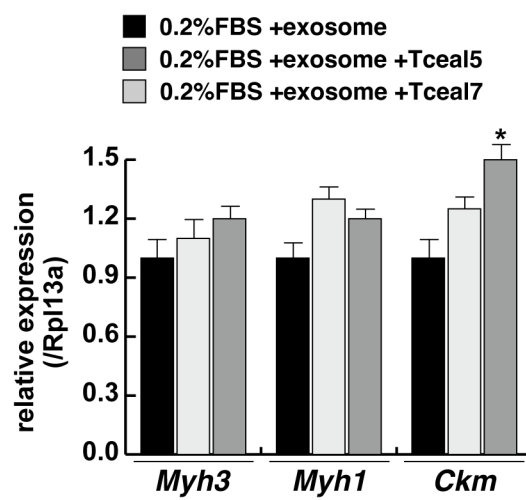

**Supplementary Figure S4.** The upregulation of single Tceal5 or Tceal7 does not rescue differentiating myogenic cells repressed by exosome. Relative RT-qPCR of mature myogenic transcripts (*Myh1*, *Myh3*, *Ckm*) in differentiating muscle cells with exosomes with the acceleration of Tceal5 or Tceal7. Data represent means  $\pm$  SEM ( $n = 3$ ). The statistical analysis was performed by Mann-Whitney U test. \* $P < 0.05$ .

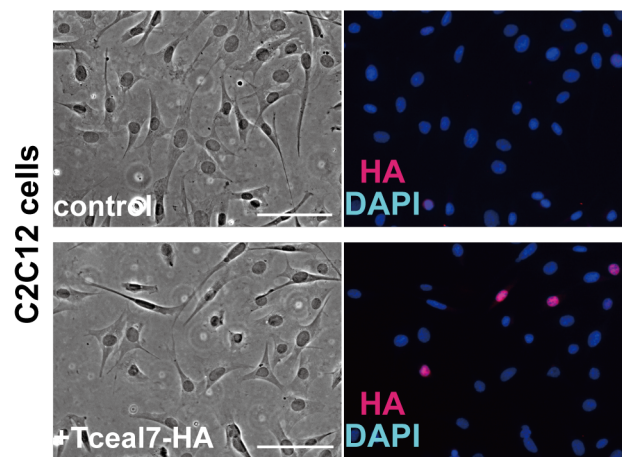

**Supplementary Figure S5.** C2C12 cells, transfected with the Tceal7-HA construct, were immunostained with anti-HA antibody (red, lower panels). All nuclei were stained with 4'6-diamidino-2-phenylindole (DAPI, blue). All Scale bar=100  $\mu$ m.

**Supplementary Table S1. NGS data of differentiating C2C12 cells with or without additional exosomes**

**Supplementary Table S2.** Primers for the expression analysis by RT-qPCR of the mRNAs indicated.**for mouse**

| Gene                | Sequence                           | Product |
|---------------------|------------------------------------|---------|
| <i>Rpl13a</i>       | 5'-GTGGTCCCTGCTGCTCTCAAG-3'        | 151bp   |
|                     | 5'-CGATAGTGCATCTTGGCCTTTT-3'       |         |
| <i>Pax7</i>         | 5'-AGGCCTTCGAGAGGACCCAC-3'         | 95bp    |
|                     | 5'-CTGAACCAGACCTGGACGCG-3'         |         |
| <i>MyoD</i>         | 5'-AGCACTACAGTGGCGACTCA-3'         | 75bp    |
|                     | 5'-GGCCGCTGTAATCCATCAT-3'          |         |
| <i>Myog</i>         | 5'-CAACCAGGAGGAGCGGATCTCCG-3'      | 86bp    |
|                     | 5'-GGCGCTGTGGGAGTTGCATTCACT-3'     |         |
| <i>Mymk</i>         | 5'-GTATACTCCGGTCCCATAGGC-3'        | 81bp    |
|                     | 5'-CAGGCCCTTCTTCTCTTTCA-3'         |         |
| <i>Myh1</i>         | 5'-TCTGCAGACGGAGTCAGGT-3'          | 94bp    |
|                     | 5'-TTGAGTGAATGCCTGTTTGC-3'         |         |
| <i>Myh3</i>         | 5'-TCCAAACCGTCTCTGCACTGTT-3'       | 84bp    |
|                     | 5'-AGCGTACAAAGTGTGGGTGTGT-3'       |         |
| <i>Myh7</i>         | 5'-ATGCTGACAGATCGGGAGAA -3'        | 181bp   |
|                     | 5'-GGTTGGCTTGGATGATTTGA-3'         |         |
| <i>Ckm</i>          | 5' -CAGCACAGACAGACACTCAGG-3'       | 84bp    |
|                     | 5' -GAACTTGTTGTGGGTGTTGC-3'        |         |
| <i>Ccnd1</i>        | 5'-AGTGCCTGCAGAAGGAGATT-3'         | 89bp    |
|                     | 5'-CTCTTCGCACTTCTGCTCCT-3'         |         |
| <i>Cdkn1a (p21)</i> | 5'-CCTCGGATCTCTGGTCAAGT-3'         | 107bp   |
|                     | 5'-GCAGGTACATGCTGATCATCTC-3'       |         |
| <i>Cdkn2a (p16)</i> | 5'-ATGTCAGATGGGAACCCAGA-3'         | 74bp    |
|                     | 5'-GTCTTTGGGGTGGTTGGAG-3'          |         |
| <i>Cdkn1b (p27)</i> | 5' -GTGGACCAAATGCCTGACTC- 3'       | 122bp   |
|                     | 5' -TCTGTTCTGTTGGCCCTTTT- 3'       |         |
| <i>Tceal1</i>       | 5' -GTACGAAACAACTGATGATAATGC- 3'   | 74bp    |
|                     | 5' -AGTGGAGCATATTAAATAGGGTAAGG- 3' |         |
| <i>Tceal3</i>       | 5' -GCAGAACCAGCTCCCTGA- 3'         | 116bp   |
|                     | 5' -GCTGGAACAGCAGAGACC- 3'         |         |
| <i>Tceal5</i>       | 5' -GACTTGAAACTGAACGACAGAGG- 3'    | 94bp    |
|                     | 5' -GTTTCCTTGGCTGGGTTG- 3'         |         |
| <i>Tceal6</i>       | 5' -CACCGTTTCCTTGAGCTGTC- 3'       | 101bp   |
|                     | 5' -GTCACAATGCACTGGGAACA- 3'       |         |
| <i>Tceal7</i>       | 5' -ACTTGTGGCCAAGGAGAAGA- 3'       | 181bp   |
|                     | 5' -GGGTTGTTCATCCTCCCTCT- 3'       |         |
| <i>Tceal8</i>       | 5' -GAGTGGCCCAGCTACTTCC- 3'        | 107bp   |
|                     | 5' -GATTTCAGGGGCCCTTCT- 3'         |         |
| <i>Tceal9</i>       | 5' -TGTTCTTTGTACCGCACCAG- 3'       | 106bp   |
|                     | 5' -GGCAGGGTTTCATCTTGTGT- 3'       |         |

How the deposited data were processed for this re-analysis (not part of the article)

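RNA of C2C12 cells was sequenced in 6 libraries, 1 each of 10% FBS, 2% HS, 2% HS + exosome and 0.2% FBS, and 2 of 0.2% FBS + exosome. The labels and the paper gave the condition of each library. The paper names the RNeasy Micro Kit for the RNA, and the labels name a miRNeasy kit. The authors trimmed the reads with cutadapt, mapped them to mm10 with TopHat2 and computed FPKM with Cufflinks, and they deposited these FPKM values as 1 table with a column per library. FPKM already divides by transcript length and library depth. The paper compares the values by log2 fold change above 1 or below −1, and its statistics section names the Mann–Whitney U test in general, without naming the sequencing. RT-qPCR, staining, siRNA and overexpression experiments, the 10% FBS −exosome group of Fig. 3b and the sequence reads were not analysed here.

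The table has 20950 entries, of which 4500 were at 0 in every library, 5 repeat a name and 629 carry a suffix for a repeated name. Mymk is listed as Tmem8c and Tceal9 as Wbp5, older symbols that were matched through the annotation. Read depth was estimated from genes with 1 annotated transcript longer than 1000 bases, as the depth at which low FPKM values come nearest to whole reads (within 0.1 of a read), and not from counts. The estimated depths lie between 33300000 and 38900000 reads, but without counts no interval was computed for a single value.

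The comparisons, tests, alternatives, 10 gene lists and the rule for named genes were set before the data were examined, apart from the additions given as such. Values were compared as log2(FPKM + 1). The exosome effect in 0.2% FBS was the mean of both exosome libraries minus the 1 control library, and the effect in 2% HS was 1 library minus 1. The threshold of the paper was applied to all entries, and counts passing in each exosome library were set beside 100 simulations with no effect and the same control. Correlations, principal components and gene lists used the 10731 genes with a mean of at least 1 FPKM. A list was described by the median change of its members and by the percentile of that median among 10000 random lists of the same size, drawn within 20 classes of mean expression. Percentiles outside the middle 95% were taken as standing apart. The lists were NFAT5 osmotic response, heat shock response, interferon response, NF-kB inflammatory response, sterol synthesis, amino acid response, cell cycle, contractile apparatus, myogenic regulators and lysosome. Their members were partly known from Table S1, which was made from these libraries, so each was also run without its Table S1 members. Table S1 holds genes past the threshold with exosomes in 0.2% FBS. Leaving its members out therefore moves a list's median in that medium against their direction by construction. LXR targets, blood and liver transcripts and immediate-early genes were 3 lists added after the main results, the last after several of its members had been seen. The 10 platelet genes besides Pf4 and Ppbp were added after the rises of those 2 genes had been seen, and before the values of the 10, but the sum of their rises was chosen as the test after these had been seen.

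The named genes are every gene the paper names in its text, figures or primer table, and the 10 largest falls and 10 largest rises in 0.2% FBS with exosomes. These had to pass the threshold in both exosome libraries and reach 1 FPKM in the control or in both exosome libraries. Members of a reported list are also named. Genes outside this rule are given as chosen after their values were seen.

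limma was the only model across genes, with a mean-variance trend on log2(FPKM + 1) and Benjamini-Hochberg adjustment over 10729 genes. The fit of the 5 differentiating libraries had a medium term and 1 exosome effect, with 2 residual degrees of freedom. A second fit of all 6 libraries had 1 mean per condition and 1 residual degree of freedom, which comes from the 2 libraries of 0.2% FBS + exosome. It gave the contrast within 0.2% FBS as an alternative. The difference between the exosome effects in the 2 media was taken from it after the data had been examined. The spread of the single libraries is assumed equal to that of the replicated condition.

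The procedures were tested on simulated data with 200 changed genes among the genes tested. The fit with a common effect called 202 of 10727 genes, of which 0.990% were unchanged. The simulated changes were the same in both media, while the measured changes in the 2 media correlated at r = −0.041. The fit with 1 mean per condition called 237, of which 15.6% were unchanged, and it called 2 genes for a difference between media when none was simulated. The fold change threshold on the mean of both libraries called 223 of 20950 genes, 10.3% of them unchanged, and in each library 214, with 6.54% unchanged. All 100 simulated lists with raised members were found beyond the middle 95%, and so were 3 of 100 unchanged lists. The unchanged lists were random genes with independent noise. Their rate was therefore not measured for lists whose members shift together between cultures, as heat shock genes did between replicates 1 and 2.

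Positions come from GENCODE vM21 on mm10. Stretches of 75 bases of the Tceal5 and Tceal7 transcripts were searched in all other annotated transcripts. For the test of GC content and transcript length, the median change of genes in 10 classes of each was subtracted. The alternatives were a pseudocount of 0.1, values below 1 FPKM raised to 1, scaling of each library to the same 75th percentile, a filter at 1 FPKM, a stricter mean of 10 FPKM, the mean of 0.2% FBS and 2% HS as control, the log2 of the mean FPKM, leaving out each exosome library, lists without Table S1 members, and other limma models. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.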

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

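The tests chosen only after the result was seen are the limma contrast between the media, the loss of the differentiated state, the scaling tests, the mixture of cells, the missing addition of exosomes, the sampling noise between replicates, the RNA carried over from serum and the RNA of the exosome fraction. The labels number both 2% HS libraries 1, the 0.2% FBS library and exosome replicate 1 in 0.2% FBS 2, and exosome replicate 2 in that medium 3. If these numbers mark batches, medium and batch cannot be told apart, because no number occurs in both media, and replicate 2 has no control of its own number.

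The change with exosomes differed between the libraries of the 2 media. Medium cannot be separated from single cultures, because 0.2% FBS, 2% HS and 2% HS + exosome have 1 library each. The p-values below assume that these spread as the 2 libraries of 0.2% FBS + exosome do. For 120 genes the effect in 0.2% FBS minus that in 2% HS had an adjusted p under 0.05 in limma (30 higher and 90 lower, 2089 at an unadjusted p under 0.05). The contrast has 1 residual degree of freedom. It takes its spread from the 2 libraries of 0.2% FBS + exosome, as the simulated noise did. When no difference was simulated, it called 2 genes. Of the 37 named genes tested, 12 passed, 11 of them lower in 0.2% FBS relative to 2% HS. The differences were −2.05 for Myh7 (adjusted p = 0.0248), −1.94 for Spink4 (0.0308), −2.87 for Tceal7 (0.032), −2.57 for 8430408G22Rik (0.00976) and −3.15 for Chil1 (0.00976). They were −3.02 for Ces2c (0.0479), −2.00 for Tceal5 (0.0201), −3.52 for Csrp3 (0.0188), −2.40 for Myh4 (0.0362), −3.27 for Cox6a2 (0.0201) and −3.24 for Myh8 (0.0225), and 2.48 for Kbtbd11 (0.00976). Apart from Spink4 and Tceal7, which were lower in both media, these genes moved in opposite directions in the 2 media in all 3 exosome libraries. In 2% HS, 1 library against 1, the rises ran from 0.04 for Myh4, close to no change, to 1.09 for Cox6a2. Kbtbd11 changed by −0.42 there. Of the 24 genes the paper names that were tested, 9 passed over all genes and 15 with p adjusted over the list alone. All of the 9 except Myh7 are genes of Fig. 3c. The paper chose these on the same libraries, so they are no independent evidence. Myog, Tmem8c, Myh1 and Ckm, which the paper names as markers of differentiation, fusion or maturation, are not among the 9.

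The contractile list followed the same pattern, at −1.33 in 0.2% FBS and 0.04 in 2% HS (percentile 99.4, 27 lower and 34 higher). The 22 genes outside Table S1 had −0.94 and −0.15, the latter at percentile 0.6, so the direction in 2% HS depends on the members taken. Scaling left its median nearer 0 of both exosome libraries at −1.30, and subtracting trends with GC content and transcript length left it at −1.27, so neither trend is the whole cause. A mixture of cells like those in 10% FBS and in 0.2% FBS would bring the cell cycle list toward 10% FBS together with the contractile list. The cell cycle list stayed at −0.62 or lower against 10% FBS, while the contractile list was at −0.12 and −0.51. A 2% HS + exosome library that received no exosomes cannot be excluded. Its sterol synthesis list fell, at −1.11, as it did in 0.2% FBS. That such a fall marks exosomes is known only from these libraries. A difference between the 2 sera remains open and untested as a biological explanation, as does a peculiarity of the single 2% HS + exosome culture.

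Sterol synthesis genes, which the paper does not discuss, were lower in both media. The median of 23 genes was −0.92 in 0.2% FBS (−0.68 in replicate 1 and −1.16 in replicate 2) and −1.11 in 2% HS, each at percentile 0.0 of matched lists. In 0.2% FBS 22 of 23 were lower in each exosome library, and in 2% HS 23 of 23 were. Table S1 holds 3 of them, and without these the median in 0.2% FBS was −0.86. Loss of the differentiated state would bring the list down to its level in growing cells at most. In 2% HS it does not account for the fall, since the list was 0.33 above 10% FBS without exosomes and −0.89 against it with them. In 0.2% FBS it was 1.02 above 10% FBS without exosomes, and at 0.39 and −0.27 against it with them. There the loss of the differentiated state and other causes cannot be told apart, because the list ends near the level of growing cells. After scaling the median nearest 0 was −0.80, and after subtraction of GC and length trends it was −0.85. Sterols carried with the exosome fraction are a candidate explanation. They would also raise targets of the LXR receptors, whose medians were 0.19 and 0.60 in 0.2% FBS and −0.33 in 2% HS. Of the 6 LXR targets expressed, Smpdl3a and Arl4c were higher and Scd1 and Lpcat3 lower in all 3 exosome libraries. Sterol delivery and other causes cannot be told apart, because the LXR targets go both ways.

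Amino acid response genes rose with exosomes in 2% HS, with a median of 1.03 and 28 of 28 higher. In 0.2% FBS they fell, with a median of −0.65 and 24 of 28 lower in each exosome library. The difference of the medians is 1.68 and was not tested for the list. Table S1 holds 10 of the 28, and the others had a median of −0.48 in 0.2% FBS. In 2% HS the median was 1.07 after scaling and 1.08 after subtraction of GC and length trends, so neither accounts for it. The rise rests on 1 library with exosomes and 1 without. Nutrient state and the serum were not tested.

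Lysosome, interferon and NF-kB genes were higher in 0.2% FBS + exosome. The lysosome median was 0.72 with 32 of 32 higher in each exosome library (30 after scaling), and the interferon median was 0.59 with 16 of 17 higher (15 after scaling). The NF-kB median was 0.60 with 12 of 17 higher (10 after scaling). Without its 6 Table S1 members it was 0.21, at percentile 69.9. Table S1 was made from these libraries and holds genes past the threshold, so leaving out its rises lowers the median by construction. The lower value therefore cannot show whether the NF-kB list stands apart. In 2% HS the medians were 0.013, 0.10 and 0.005. The interferon median in 2% HS stood at percentile 99.3 of matched lists, with 12 of 17 higher, but without its 5 Table S1 members it was 0.065, at percentile 95.2. RNA carried with the exosome fraction would raise the lists in both media. The lysosome genes rose by a median of 31.2 and 31.7 FPKM in 0.2% FBS and of 0.84 FPKM in 2% HS, where the same amount of exosomes was added, which argues against it for this list. The NF-kB medians were 0.62 and 0.73 in replicates 1 and 2 of 0.2% FBS, against 0.005 in 2% HS, where 9 genes were higher and 8 lower. Without exosomes the list stood at similar levels against 10% FBS, −0.12 in 0.2% FBS and −0.09 in 2% HS. These values argue against carried RNA for the NF-kB list too, with 1 exosome library in 2% HS. For both lists the argument takes the 2% HS + exosome culture as having received the exosomes. For the interferon list, carried RNA and a response of the cells cannot be told apart, because 12 of its 17 genes also rose in 2% HS, around a median of 0.10. Of the interferon genes, Ifit1 rose there from 2.23 to 4.62 FPKM, while Ifi27 fell from 91.8 to 79.3 FPKM. RNA of red cells, liver or granulocytes carried over from serum would bring their abundant transcripts, and 12 of these reached at most 0.15 FPKM in an exosome library. Cattle RNA could align poorly to mm10 and escape this test. The platelet transcripts Ppbp and Pf4 rose in all 3 exosome libraries. Ppbp rose from 3.42 to 7.86 and 17.0 FPKM in 0.2% FBS and from 2.81 to 3.47 in 2% HS, and Pf4 from 0.559 to 1.46 and 3.59 and from 0.466 to 0.986. RNA of platelets carried over from serum would also raise 10 other platelet genes. With both replicates of 0.2% FBS pooled, the sum of their rises was 3.3% of that of Ppbp and Pf4. Falls in replicate 2, such as −0.111 FPKM for Itga2b and −0.0946 FPKM for Gp5, offset rises in replicate 1. The share was therefore larger in replicate 1 alone. A limit set earlier, a rise of 0.25 FPKM in any of the 10, was passed by Gp1bb (0.41) and Gp5 (0.35) in replicate 1. In replicate 2, where Ppbp and Pf4 rose more, the largest rise was 0.145 FPKM. The median rise of the lysosome genes was also above the rise of Ppbp. These values argue against platelet RNA as the source, with the same limit of alignment. After subtraction of GC and length trends, the medians were 0.56 for lysosome, 0.46 for interferon and 0.44 for NF-kB. No cause of the rise was settled, and the lists were found and tested on the same libraries.

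The 2 exosome libraries in 0.2% FBS differed from each other. Heat shock genes were higher in replicate 1 than in replicate 2 by a median of 0.61 (0.73 and 0.04 against the control), so the list stands apart only with replicate 1. Immediate-early genes were higher in replicate 2 by 0.95 (0.07 and 1.14 against the control). That list was added after several members had been seen, so its value is a description. Sampling noise of the reads would scatter matched lists as widely, but the heat shock difference lay at percentile 100.0 of them. After scaling it was 0.66. A difference in handling or in exosome preparation between the cultures was not tested, and the paper mentions preparations from different batches.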

How the results depend on the processing

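The tests and alternatives were those set in advance, apart from the use of replicate 1 alone with values below 1 FPKM raised to 1 and of the replicate block, which were chosen only after the result was seen. The cause of the changes was not tested unless it is given. With the number in the library labels as a replicate block, limma gave 0 genes at an adjusted p under 0.05 and 297 at an unadjusted p under 0.05. The numbers shared by libraries with and without exosomes coincide with the media, replicate 2 has no partner, and with single libraries it could not be checked whether equal numbers deviate together.

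Tceal7 was lower under every alternative run, at −3.56 without replicate 1 and −2.73 without replicate 2. Leaving out 1 of 2 replicates always moves the mean of a gene by less than their SD, so it tests no stability here. With both replicates kept, Tceal7 ran from −3.31 with values below 1 FPKM raised to 1 to −2.95 with the mean control. Tceal5 was lower under all of them. Its SD of 0.005 between replicates, at low read numbers, is small against any change of scale. Against −1.64, it was −2.22 with a pseudocount of 0.1, −2.32 with values below 1 FPKM raised to 1, −1.74 after scaling to the same 75th percentile, −1.62 with the mean of 0.2% FBS and 2% HS as control, and −2.33 in replicate 1 alone with values below 1 raised to 1. It ran from −1.64 to −1.63 with either replicate left out.

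The counts of genes past the threshold depended most on low values, since a smaller pseudocount lets genes with few reads pass. With a pseudocount of 0.1, the counts with exosomes in 0.2% FBS were 506 lower and 547 higher, against 244 and 195. In 2% HS they were 151 and 196, against 33 and 39. For 0.2% FBS against 10% FBS they were 396 lower and 434 higher, against 77 and 195, so that 52.3% of the genes past the threshold were higher in place of 71.7%. With values below 1 FPKM raised to 1, 350 genes were higher with exosomes in 0.2% FBS, 54 were lower and 70 higher in 2% HS, and 190 were lower in 0.2% FBS than in 10% FBS. The share of higher genes in that last comparison was 56.9%. Scaling to the same 75th percentile gave 319 lower and 108 higher genes with exosomes in 0.2% FBS, so that 25.3% in place of 44.4% were higher. With 1 exosome library left out, the higher genes in 0.2% FBS ranged from 157 without replicate 2 to 319 without replicate 1, and the lower ones from 186 to 309. Replicate 1 alone with values below 1 raised to 1 gave 313 higher genes, and 560 genes of Table S1 in the table's direction against 339. The filter at 1 FPKM removed none of the genes counted, by its construction.

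limma with an effect common to both media called 0 genes under the alternatives run, with between 296 and 871 at an unadjusted p under 0.05, and 712 in the main model. The contrast within 0.2% FBS in the fit with 1 mean per condition called 1335 genes (872 higher and 463 lower). That fit estimates the spread from the 2 exosome libraries alone. The correlation of the exosome effect with differentiation ranged from −0.665 without replicate 1 to −0.579 without replicate 2. The gap in correlation that places the exosome libraries nearer to 10% FBS than to 0.2% FBS was 0.0326 over genes with a mean of at least 10 FPKM, against 0.0186.

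Of 10 lists, 8 stood apart in 0.2% FBS (from 7 to 9 under the alternatives) and 6 in 2% HS. The cell cycle median in 0.2% FBS turned from 0.042 to −0.086 after scaling. The NFAT5 median turned from 0.11 to −0.13 without its Table S1 member Slc5a3. That gene is the largest rise of the list, so the drop of the median follows by construction. The NFAT5 median ranged from −0.18 without replicate 1 to 0.075 without replicate 2. Wbp5 (Tceal9) turned from 0.05 to −0.11 after scaling and to −0.10 with the mean control. Of all 90 list values compared, these included, 20 moved by more than the spread between replicates without a change of sign, 8 toward 0 and 12 away from it. Of all 245 gene values, 25 did, 9 toward 0 and 16 away. The single libraries limit every comparison in 2% HS and with 10% FBS, and at an estimated 33 and 32 reads the depth limits the value of Tceal5 with exosomes.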

Differences from the paper's values

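The paper's log2 fold changes are those of Table S1, and the tests were set in advance, apart from the use of replicate 1 alone with values below 1 FPKM raised to 1, which was chosen only after the result was seen.

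For Tceal5, the log2 change with exosomes in 0.2% FBS was −1.64 (mean of both libraries, SD 0.005), and the paper's value is −2.33. None of the alternatives set before the data were examined came within the spread between replicates, which is very small for this gene. The nearest were −2.32 with values below 1 FPKM raised to 1 and −2.22 with a pseudocount of 0.1. For Spink4 the change was −2.14 and the paper's value is −2.88, and for 8430408G22Rik it was −2.26 and the paper's value is −2.83. No alternative set before the data were examined closed either gap. For Fam167a the change was −2.02 and the paper's value is −2.60, and a pseudocount of 0.1 (−2.57) closed the gap while the other alternatives set in advance left it open. For Chil1 the change was −2.10 and the paper's value is −2.53, and both a pseudocount of 0.1 (−2.76) and values below 1 FPKM raised to 1 (−2.77) came within the spread between replicates, while the others set in advance did not.

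The count of genes higher with exosomes was 195, and the paper's Table S1 holds 315. The gap closed with values below 1 FPKM raised to 1 (350) and without replicate 1 (319). With the log2 of the mean FPKM (203) it stayed nearly as wide, and fell within the spread between replicates only because that spread is large (SD 114.6). It stayed open with a pseudocount of 0.1 (547), with scaling to the same 75th percentile (108), with the filter at 1 FPKM (195), with the mean control (153) and without replicate 2 (157). The counts of lower genes, 244 against the paper's 257, and the changes of Tceal7, Ces2c, Csrp3, Myh4 and Ankrd2 did not differ by this measure.

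With replicate 1 alone and values below 1 FPKM raised to 1, a setting chosen after seeing the values, all of these gaps closed. The changes were then −2.33 for Tceal5, −2.88 for Spink4, −2.83 for 8430408G22Rik, −2.60 for Fam167a and −2.53 for Chil1, and 313 genes were higher. Of the 564 genes of Table S1 found by name, 534 lay within 0.01 of the table's value in replicate 1 and 24 in replicate 2 on this scale. It called 568 genes (255 lower and 313 higher), of which 560 are in Table S1. Replicate 2 on the same scale called 378 lower and 509 higher genes.

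Fig. 3c orders the falls with Spink4 ahead of Tceal7 and with Tceal5 in seventh place. On the mean of both libraries, Tceal7 ranked 1, Spink4 9 and Tceal5 61. Fig. 3d shows Tceal8 and Tceal9 as lower in 0.2% FBS than in 10% FBS. In the FPKM values, Tceal8 was higher in 0.2% FBS by a log2 difference of 0.59 and Tceal9 (Wbp5) by 0.09, each in 1 library against 1. The assay and scale of that panel are not named in its legend. The paper calls Tceal5 and Tceal7 significantly lower in the sequencing. Its methods give a fold change as the rule for sequencing, and its statistics section names the Mann–Whitney U test for comparisons in general without naming the sequencing. With 1 control library that test cannot reach a small p. A limma fit with an effect common to both media gave an adjusted p of 0.705 for each. That fit counts a difference between the media as spread, so it does not test the change within 0.2% FBS. The limma contrast within 0.2% FBS gave an adjusted p of 0.00662 for Tceal5 and 0.00506 for Tceal7. It has 1 residual degree of freedom, takes its spread from the 2 exosome libraries alone, and called 15.6% unchanged genes on simulated data.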

Other observations

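The sterol and replicate tests chosen only after the result was seen are named with the results above, and of the lists here the LXR, blood and liver and immediate-early lists were added after the main results.

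Tceal5 and Tceal7 belong to the genes that rise with differentiation, and these fell with exosomes in 0.2% FBS as a group. Among 357 genes whose difference of 2% HS from 10% FBS was within 0.25 of that of Tceal5, the median exosome effect was −0.79, and Tceal5 stood at percentile 1.7 in replicate 1 and 10.4 in replicate 2. For Tceal7 there were 51 such genes with a median of −1.44, and it stood at percentile 0.0 in replicate 1 and 2.0 in replicate 2. An effect on these genes of their own and the general reversal of differentiation cannot be told apart, because both genes were picked from these libraries for their falls.

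A change of the whole region of chromosome X was weighed for the same genes. The median of the 13 other expressed genes within 1 Mb was 0.026 in the exosome library where it was lower, so the fall does not cover the region. After scaling, 6 of these genes were lower and 3 higher in each library. Tceal8, Tceal5, Bex1 and Tceal7 follow each other on the chromosome and all fell, with Bex1 at −1.57, while their neighbours Nxf3 and Wbp5 changed by 0.45 and 0.05 (−0.11 for Wbp5 after scaling). These neighbours were looked up after the values of Tceal5 and Tceal7 had been seen, and no biological explanation for the cluster was tested.

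Eif3j1 was listed at 10.6 FPKM in exosome replicate 2 and at most 0.0628 FPKM in the other libraries. Reads shared between Eif3j1 and its near copy Eif3j2 are the likely source. Eif3j2 was lowest in that library, at 24.7 FPKM, and the sum of both genes there was 0.707 of the median of the other libraries.

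The NFAT5 osmotic response list had a median of 0.11 in 0.2% FBS (percentile 47.4) and −0.39 in 2% HS (percentile 0.0). Heat shock genes in 2% HS had a median of −0.09. Cell cycle genes had a median of −0.41 with exosomes in 2% HS, where 33 of 34 were lower, and in 0.2% FBS they lay at percentile 3.9 of matched lists, which themselves shifted upward. Immediate-early genes had a median of 0.68 in 0.2% FBS and 0.02 in 2% HS. Of 17 blood and liver transcripts, 14 were found and 12 of these had a mean below 1 FPKM. The other 2, Pf4 and Ppbp, had a median change of 1.31 in 0.2% FBS and 0.33 in 2% HS. Alb and the Hbb genes were listed at 0 in all libraries. The paper does not discuss these genes as lists.

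Other genes that the paper names in its RT-qPCR panels or its primer table had these changes with exosomes in 0.2% FBS. Myod1 changed by −0.23, Myf5 by 0.96, Ccnd1 by 0.49, Cdkn1a by −1.12 and Cdkn1b by 0.57. Myh3 changed by −1.58 and Myh7 by −1.41. Pax7 stayed below 1 FPKM, and Cdkn2a was listed at 0 in all libraries. Between the media without exosomes, 35 genes were lower and 27 higher in 0.2% FBS than in 2% HS, 1 library against 1. The exosome libraries in 0.2% FBS, taken as their mean, had 10 genes lower and 55 higher than 10% FBS.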
